# *MALINC1* an Immune-Related Long Non-Coding RNA Associated with Early-Stage Breast Cancer Progression

**DOI:** 10.3390/cancers14122819

**Published:** 2022-06-07

**Authors:** María Laura Fabre, Romina Canzoneri, Agustina Gurruchaga, Jaeho Lee, Pradeep Tatineni, Hyunsuk Kil, Ezequiel Lacunza, C. Marcelo Aldaz, Martín Carlos Abba

**Keywords:** *MALINC1*, lncRNA, breast cancer, DCIS

## Abstract

**Simple Summary:**

Here we characterize the phenotypic and molecular effects of *MALINC1*, a long non-coding RNA (lncRNA) that we found significantly upregulated in premalignant ductal carcinoma in-situ lesions. We provide evidence that *MALINC1* behaves as an oncogenic and immune-related lncRNA involved with early-stage breast cancer progression, showing prognostic and predictive value to immunotherapy in invasive breast carcinomas.

**Abstract:**

Long non-coding RNAs are increasingly being recognized as cancer biomarkers in various malignancies, acting as either tumor suppressors or oncogenes. The long non-coding *MALINC1* intergenic RNA was identified as significantly upregulated in breast ductal carcinoma in situ. The aim of this study was to characterize *MALINC1* expression, localization, and phenotypic and molecular effects in non-invasive and invasive breast cancer cells. We determined that *MALINC1* is an estrogen–estrogen receptor-modulated lncRNA enriched in the cytoplasmic fraction of luminal A/B breast cancer cells that is associated with worse overall survival in patients with primary invasive breast carcinomas. Transcriptomic studies in normal and DCIS cells identified the main signaling pathways modulated by *MALINC1*, which mainly involve bioprocesses related to innate and adaptive immune responses, extracellular matrix remodeling, cell adhesion, and activation of AP-1 signaling pathway. We determined that *MALINC1* induces premalignant phenotypic changes by increasing cell migration in normal breast cells. Moreover, high *MALINC1* expression in invasive carcinomas was associated with a pro-tumorigenic immune environment and a favorable predicted response to immunotherapy both in luminal and basal-like subtypes compared with low-*MALINC1*-expression tumors. We conclude that *MALINC1* behaves as an oncogenic and immune-related lncRNA involved with early-stage breast cancer progression.

## 1. Introduction

Breast cancer has become the most common cancer worldwide, contributing to 12% of the total number of new cases diagnosed in 2020 [1]. Invasive ductal breast carcinoma (IDC) is the most frequent malignancy of the breast, accounting for ~80% of all invasive breast tumors, according to the American Cancer Society’s Cancer Statistics Center [2]. Ductal carcinoma in situ (DCIS), also known as intraductal carcinoma, is by definition a cancerous precursor lesion to IDC with no regional or lymph node involvement. Retrospective epidemiological studies have concluded that women with biopsy-proven DCIS have over a 10-fold higher risk for developing invasive breast cancer than women without history of these lesions [3,4]. However, the reasons for why only some DCIS lesions progress to the invasive stage remain unclear, and almost all women with biopsy diagnosed DCIS undergo some form of treatment; thus, accurate prediction of the likelihood of progression is needed to avoid over-treatment.

Non-coding RNAs (ncRNA) are of crucial relevance in many important biological processes [5,6,7]. In particular, the class of transcripts known as long non-coding RNAs (ncRNAs >200 nt long) have been recognized to be tissue and cell type-specific, playing key roles in regulating chromatin dynamics, gene expression, growth, and differentiation [8,9]. Aberrant expression of long non-coding RNAs (lncRNAs) in human cancers has been increasingly reported in recent studies, suggesting a promising role as diagnostic and prognostic biomarkers [10,11]. Furthermore, deregulation of specific lncRNAs has been demonstrated to be closely related to the development and progression of individual breast cancer subtypes. They were shown to act as promoters or inhibitors of breast cancer progression, modulating the proliferation, apoptosis, epithelial mesenchymal transition, metastatic dissemination, and drug resistance of cancer cells. Examples of this include oncogenic lncRNAs such as *MALAT1*, *NEAT1*, *H19*, and *HOTAIR* or as tumor suppressive counterparts such as *MEG3*, *XIST*, and *PTENP1* [11].

In a previous study, we performed the first comprehensive molecular profiling of “pure” DCIS lesions, identifying, among other genomic abnormalities, hundreds of lncRNAs with deregulated expression, many of which might be associated with breast cancer progression [12]. In more recent studies we characterized novel lncRNAs such as *LINC00885*, and previously known lncRNAS like *HOTAIR*, for their role as inducers of pro-oncogenic changes in normal and premalignant breast cells [13,14]. 

In the original studies we identified *LINC01024* as one of the significantly upregulated lncRNAs in breast DCIS lesions [12]. In contemporaneous studies, *LINC01024* was associated with cell-cycle progression of osteosarcoma cells and renamed *MALINC1* (*Mitosis-Associated Long Intergenic Non-Coding RNA 1*). In the same study it was also reported that high *MALINC1* expression correlated with poor overall survival in breast and lung cancer patients, and this might be related to the inhibition of anti-mitotic drug paclitaxel-induced apoptotic cell death [15]. More recently, *MALINC1* was defined as an immune-related lncRNAs significantly associated with clinical outcomes in patients with melanoma [16].

Here, we characterized for the first time the expression, molecular and phenotypic effects of *MALINC1* in non-invasive and invasive breast cancer models. Overall, we obtained strong evidence to propose this long non-coding RNA as a novel early-stage breast cancer-associated gene.

## 2. Materials and Methods

### 2.1. Cell Lines, Cell Culture

The MCF10A cell line was obtained from the American Type Culture Collection (#CRL-10318; ATCC, VA, USA) and validated by DNA fingerprinting. MCF10A cells were cultured in Dulbecco’s Modified Eagle Medium F-12 (DMEM/F-12, Sigma-Aldrich, St. Louis, MO, USA) supplemented with 5% horse serum, 20 ng/mL epidermal growth factor (Sigma-Aldrich), 100 µg/mL hydrocortisone (Sigma-Aldrich), 10 µg/mL insulin (Sigma-Aldrich), 100 ng/mL cholera toxin (Sigma-Aldrich), and 100 U/mL penicillin–100 μg/mL streptomycin (Sigma-Aldrich). MCF10 DCIS.COM (hereafter DCIS.COM) cells were a kind gift from Dr. Daniel Medina and were maintained in DMEM/F-12 supplemented with 5% horse serum. The MCF7 and T47D cell lines were cultured in DMEM (Sigma-Aldrich, St. Louis, MO, USA) supplemented with 10% fetal bovine serum (FBS; Natocor, Córdoba, Argentina) and 100 U/mL penicillin–100 μg/mL streptomycin (Sigma-Aldrich, St. Louis, MO, USA). Cell lines were maintained at 37 °C with 5% CO_2_.

### 2.2. LncRNA Subcellular Localization

To determine the subcellular localization of endogenous *MALINC1* transcripts in breast cancer lines we used the PARIS Kit (Thermo Fisher Scientific, Waltham, MA, USA) to isolate nuclear and cytoplasmic RNA fractions from cultured cells. Briefly, T47D and MCF7 cells were cultured in 10 mm plates as described above. Cells were trypsinized, washed, and resuspended in the required amount of lysis buffer. The nuclear and cytoplasmic fractions were separated by centrifugation at 400× *g* for 1 min at 4 °C. RNA was extracted from the two fractions according to the kit instructions. The expression of *MALAT1* and *MTRNR1* were determined by RT-qPCR in each fraction as nuclear and cytoplasmic markers, respectively.

### 2.3. Stable MALINC1-Expressing Cells

The full-length sequence of *MALINC1* (5090 bp spanning three exons, NCBI Entrez Gene: 100505636, Ensembl Gene ID: ENSG00000245146, Ensembl Transcript ID: ENST000004992037) was synthesized (Genscript, Piscataway, NJ, USA), sequence verified, and subsequently cloned into the pLOC lentiviral expression vector. 

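*MALINC1* lies on the minus strand of chromosome 5 in GRCh37 (hg19), from 139450897 to 139488859, where GENCODE lists it as a lncRNA gene with 17 transcripts of 454 to 3974 nt. In the annotated transcript whose identifier differs from the one in the text by its last digit only, exon 1 spans 139485881 to 139487290 (1410 nt), exon 2 spans 139485172 to 139485347 (176 nt) and exon 3 spans 139481810 to 139483751 (1942 nt). These 3 exons add up to 3528 nt and span 5481 bp of the chromosome, introns included. *PURA*, a protein-coding gene on the opposite strand from 139487362 to 139505204, overlaps the annotated *MALINC1* gene but not the exons of this transcript. In the RNA-seq libraries of the transduced cells, *PURA* had a log2 fold change between pLOC-*MALINC1* and pLOC-empty of 0.10 (standard error 0.069, adjusted p = 0.239) in MCF10A and 0.16 (standard error 0.069, adjusted p = 0.0866) in DCIS.COM. The paper's text does not name the strand setting of the read counting.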

Virus particles were produced using packaging line Lenti-X 293T (Takara Bio, Mountain View, CA, USA). Normal breast epithelial cell lines MCF10A and DCIS cell line DCIS.COM were stably transduced and selected with 10 µg/mL blasticidin. *MALINC1* overexpression was confirmed in all cell lines by RT-qPCR.

### 2.4. Cell Proliferation, Motility, and Migration Assays

MCF10A stably transduced to overexpress *MALINC1* or an empty vector control were plated (1000 cells per well) on 96-well plates in triplicate and cell proliferation was determined by means of the colorimetric MTT assay kit (Cell Proliferation Kit, Roche) and measuring optical density (OD). To assess cell motility, we conducted a standard wound-healing assay. Briefly, 1 × 10^6^ cells were seeded in each well. After cells adhered, the FBS concentration in the medium was reduced to 2% to decrease cell proliferation. Two scratch wounds were made in confluent cell cultures. Images of the same fields were collected at 0, 24, and 48 h. To quantify the cell migration rate, the width of the wound was determined at 10 separate sites for each time point. The assay was performed in triplicate, and the mean and standard deviation were calculated for each determination. Transwell migration assays were performed using standard Boyden chambers containing 12 μm pore divider membranes, and 5% FBS was used in the lower chamber as a chemoattractant. Statistical significance was determined using the Mann–Whitney–Wilcoxon test. 

### 2.5. Estradiol Induction Assay

MCF7 cells were cultured in RPMI medium without phenol and without fetal bovine serum (FBS; Natocor, Córdoba, Argentina) and 100 U/mL penicillin–100 μg/mL streptomycin (Sigma-Aldrich, St. Louis, MO, USA) for 3 days. After that estradiol was added at a final concentration of 100 mM. Cells were harvested after 1, 3, and 6 h post estradiol induction. MCF7 cells without estradiol treatment were used as a negative control. *XBP1* was used as a reference gene for response to estradiol induction and the expression of *MALINC1* was measured by RTq-PCR.

### 2.6. RNA Isolation and Real-Time Quantitative PCR (RT-qPCR)

Total RNA was isolated from cell lines using TRI Reagent solution (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. RNA was reverse transcribed into cDNA using the SuperScript reverse transcriptase kit (Thermo Fisher Scientific, Waltham, MA, USA). Primers were designed for *MALINC1*, *XBP1*, *MALAT1*, *MTRNR1*, *FOS*, *JUN*, *GAPDH*, and *RNA18S* (Supplementary Table S3). 

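The *MALINC1* primers match exons 2 and 3 of the gene in GRCh37. The forward primer CTACTTGGCTTCTTTCCTGGC lies at 139485271 to 139485291 on chromosome 5, and the reverse primer TCCACTCTTTGGAAAAGCCCA at 139483685 to 139483705. Together they give a product of 187 bp in 11 annotated transcripts. The *JUN* primers lie within exon 1 on chromosome 1, between 59247617 and 59247702, and give a product of 86 bp. The *FOS* primers lie within exon 4 on chromosome 14, between 75747776 and 75747885, and give a product of 110 bp. Each of these latter pairs lies inside a single exon, so genomic DNA would give a product of the same length as cDNA. The *GAPDH* primers lie in exons 7 and 8 on chromosome 12, at 6646528 to 6646549 and at 6646803 to 6646821, and give a product of 101 bp in annotated transcripts without the intron and of 294 bp in those that keep it. The paper's Table S3 lists an amplicon of 294 bp for *GAPDH*.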

PCR conditions were as follows: An initial denaturation step of 95 °C for 3 min and 40 cycles of 95 °C 40 s, 55–60 °C 30 s, and 72 °C 30 s was carried out. Data were captured and analyzed using the AriaMx Real Time PCR software (Agilent Technologies, Santa Clara, CA, USA). Real-time PCR assays were performed using PerfeCTa SYBR Green SuperMix (Quanta BioSciences Inc., Beverly Hills, CA, USA). Experiments were done in triplicate and normalized to *GAPDH* or *RNA18S* expression using the comparative threshold cycle (2^−ΔΔCt^) method. Gene expression levels were calculated as 2^−ΔΔCt^ values using the housekeeping genes *RNA18S* or *GAPDH* as a reference. The relative expression units among groups were compared using the Mann–Whitney U test in R software. *p* < 0.05 was considered to indicate a statistically significant difference. Correlation analyses of *MALINC1*, *FOS*, and *JUN* transcripts among breast tissue samples were performed based on their discretized relative expression values (0: undetectable, 1: low expression, 2: high expression) by Kendall’s test.

### 2.7. RNA-seq Data Analysis

MCF10A and DCIS.COM stably transduced cells were used for RNA isolation from subconfluent plates using the RNeasy kit (Qiagen, CA, USA). RNA concentration and integrity were measured on an Agilent 2100 Bioanalyzer (Agilent Technologies). Only RNA samples with RNA integrity values (RIN) over 8.0 were considered for subsequent analysis. RNA-seq library construction was performed using the ScriptSeq v2 RNA-seq Library Preparation Kit (Epicentre) according to the manufacturer’s protocol. We performed 76 nt paired-end sequencing using an Illumina HiSeq2000 platform and ~20 million reads per sample were obtained. The short-sequenced reads were mapped to the human reference genome (hg19) by the splice junction aligner Rsubread package. We employed several R/Bioconductor packages to accurately calculate the gene expression abundance at the whole-genome level using the aligned records (BAM files) and to identify differentially expressed genes between cells stably transduced with *MALINC1* and empty vector. Briefly, the number of reads mapped to each gene based on the UCSC.hg19.KnownGene database were counted, reported, and annotated using the featureCounts and org.Hs.eg.db packages. Data are available at GEO under accession number GSE194150. To identify differentially expressed genes (false discovery rate (FDR) < 0.01; fold change (FC) > ±2) between the empty vector and *MALINC1*-overexpressing counterparts, we utilized the edgeR Bioconductor package based on the normalized log2 based count per million values. For functional enrichment analyses, we used the R/Bioconductor packages clusterProfiler and enrichplot. 

Pathway-based analysis was performed using the PARADIGM software at the Five3 Nantomics server on the basis of the normalized gene expression profiles of the MCF10A and DCIS.COM count matrix (log2CPM) [17]. PARADIGM produces a data matrix of integrated pathway activities (IPAs). This data matrix was used in place of the mRNA expression profiles to identify the topmost variable IPAs among MCF10A and DCIS.COM *MALINC1*-expressing cells using the rank product test (p-adj. < 0.01). Heatmap visualization of differentially expressed transcripts and IPAs was carried out with the MultiExperiment Viewer software (MeV v4.9).

### 2.8. In Silico Analysis of MALINC1 Expression in Normal and Breast Cancer Samples

Pre-processed *MALINC1* expression profiles among two early-stage breast cancer datasets—GSE69994 and GSE169393—were obtained from GEO and analyzed using R software. In addition, pre-processed *MALINC1* RNA-seq expression levels among primary breast carcinomas with intrinsic subtype data were obtained from the TCGA Breast Cancer (BRCA) dataset through the UCSC Xena browser (http://xena.ucsc.edu/) (accessed on 12 October 2021). Primary breast carcinomas (*n* = 1097) were divided into low (*n* = 153) or high (*n* = 307) *MALINC1* expression levels according to the StepMiner one-step algorithm [18]. These two groups were then compared to calculate the percentage of cases with high or low *MALINC1* expression among intrinsic subtypes. For overall survival analysis, breast cancer patients with luminal A/B primary carcinomas (*n* = 310) were grouped into high or low *MALINC1* cases. Statistical analysis was performed using the R packages survival and survminer. Immune cell fractions were estimated using the quanTIseq deconvolution algorithm implemented in the immunedeconv R package based on RNA-seq profiles of high or low *MALINC1* primary invasive breast carcinomas [19]. The Tumor Immune Dysfunction and Exclusion score (TIDE) was used to predict the immune checkpoint blockade response of patients with high or low *MALINC1* breast carcinomas [20].

## 3. Results and Discussion

### 3.1. MALINC1 Is Overexpressed in Luminal Breast Cancer Subtypes and Associated with Poor Prognosis 

In silico analysis of *MALINC1* expression in early-stage breast cancer datasets obtained from Gene Expression Omnibus (GEO) showed significant upregulation of this transcript in DCIS when compared to normal samples (*p* = 0.0004 and *p* = 0.0335; Figure 1a) [12,21]. However, non-significant differences were observed in *MALINC1* expression levels when DCIS and invasive ductal carcinoma (IDC) samples were compared (*p* = 0.619; Figure 1a) [22]. *MALINC1* expression levels were also compared across DCIS intrinsic subtypes obtained from the GSE69994 dataset. Luminal A and luminal B intrinsic subtypes showed significantly higher levels of *MALINC1* expression compared with the HER2 and basal-like subtypes in pre-invasive samples (*p* < 0.01; Figure 1b).

In order to assess whether *MALINC1* overexpression was associated with cancer progression or patient outcome, *MALINC1* gene expression profiles from primary invasive breast carcinomas obtained from the GDC-TCGA BRCA project (*n* = 1097) were grouped into low or high *MALINC1* expression levels using the StepMiner algorithm [18] (Figure 1c). Interestingly, a significantly larger number of tumors with high *MALINC1* expression were detected in luminal A (82%) and luminal B (80%) subtypes compared with HER2 (44%) and basal-like (25%) breast cancer subtypes (*p* = 1.7 × 10^−24^; Figure 1d). These results are in agreement with the higher *MALINC1* expression observed in luminal DCIS described above (Figure 1b). As shown in Figure 1e, Kaplan–Meier analysis for luminal intrinsic subtype revealed that the subgroup of patients with high *MALINC1* expression was associated with a shorter overall survival (median survival = 10 years) compared with those with low expression (median survival = 18 years) (log-rank *p* = 0.027), whereas non-significant differences were detected in the overall survival of basal-like and HER2+ breast carcinomas (*p* = 0.31) (Supplementary Figure S1). These results corroborate and extend the previous findings of Bida et al. (2015), who suggested that high levels of *MALINC1* were associated with poor prognosis in 90 breast cancer patients. Taken together, these results suggest that *MALINC1* expression may influence breast cancer progression, remaining up-modulated in primary invasive carcinomas. More importantly, evaluation of *MALINC1* expression levels in primary breast cancer samples could be useful as a biomarker of patient prognosis and outcome.

### 3.2. MALINC1 Is an E2-ER-Modulated Gene Enriched in the Cytoplasmic Fraction of Luminal Breast Cancer Cells

To further evaluate the association and trends of *MALINC1* overexpression in specific breast cancer subytpes, we performed RT-qPCR on different cell lines, as shown in Figure 2a. The highest *MALINC1* expression levels were observed in T47D cells, but also detected in other luminal-like breast cancer cell lines such as ZR75-30 and MCF7. DCIS.COM and normal (MCF10A) cell lines displayed low levels of *MALINC1* expression compared with breast cancer cell lines (*p* = 0.0367). Non-significant difference in *MALINC1* expression was detected between MCF10A and DCIS.COM cells (*p* = 0.3061). Interestingly, the MDA-MB231 basal-like breast cancer cells showed increased expression levels compared with some luminal-like breast cancer cells, such as MCF7 (Figure 2a). Since lncRNAs exert their functions through gene expression modulation and their regulatory manners vary according to the subcellular location, we further explored the *MALINC1* localization in breast cancer cells by RT-qPCR. Cellular homogenates were separated into cytoplasmic and nuclear fractions. LncRNA *MALAT1* and *MTRNR1* (*mitochondrially encoded 12S RNA*) were used as nuclear and cytoplasmic control markers, respectively. T47D and MCF7 displayed a significant enrichment of *MALINC1* in the cytoplasmic fraction (*p* = 0.004 and *p* = 0.029, respectively). However, the DCIS.COM cells showed nuclear and cytoplasmic localization for *MALINC1* lncRNA (Figure 2b). Similar results were reported for U2OS osteosarcoma cells, where *MALINC1* localization was detected in both nuclear and cytoplasmic fractions [15]. Cytoplasmic lncRNAs modulate gene expression and their associated signaling pathway by maintaining cellular structure and functions related to mRNA translation and stability, protein scaffolding, localization, and turnover [23]. In addition, cytoplasmic lncRNAs capable of modulating signal transduction pathways by binding specific signaling molecules and/or altering their phosphorylation status have also been characterized in inflammatory and immune-related processes as in cancer [23]. In this sense, further mechanistic studies of the *MALINC1* interactors may provide specific insights into how this lncRNA modulates gene/protein expression in breast cancer cells.

In the context of breast cancers, estrogens have long been known to promote tumor cell growth through the regulation of several growth-promoting factors such as stimulatory cell cycle-related genes [24,25,26]. Luminal-like breast tumor cells express estrogen receptors alpha and beta (ERα and ERβ, respectively), which are members of the nuclear receptor family of ligand-activated transcription factors that control proliferation, survival, and functional status [27,28]. As *MALINC1* expression was associated with luminal-like breast cancer lines such as T47D and MCF7, which are characterized by their high dependence on estradiol for growth, we reasoned that *MALINC1* overexpression might also be modulated by the E2-ER signaling pathway. To evaluate the expression of *MALINC1* in this hormone-responsive tumor phenotype, a RT-qPCR analysis was performed in 17β-estradiol (E2)-stimulated MCF7 cells at various times post treatment using the *XBP1* gene as an E2-ER responsive reference. Interestingly, we found that E2 treatment increased *MALINC1* expression as early as 1 h after stimulation and reached its peak within 3 h (*p* = 0.006), followed by a marked decrease after 6 h of treatment (Figure 2c). Transcriptional regulation of target genes in response to E2 is mediated by two main mechanisms. In one case, the E2-ER complex binds to a specific DNA sequence called the estrogen response element (ERE), which interacts with co-regulatory proteins, promoting chromatin remodeling and bridging with the general gene transcription machinery, thus resulting in transcription initiation [29]. Alternatively, E2 also exerts rapid, non-genomic effects attributed to cell membrane-initiated signaling [30,31]. To identify the occurrence of EREs within the promoter regions of *MALINC1,* the 1200 bp upstream sequence relative to the TSS was retrieved from UCSC genome browser based on the primer sequences used for *MALINC1* promoter cloning described by Bida et al. (2015) [15] for further sequence analysis using the JASPAR resource (https://jaspar.genereg.net) (accessed on 1 September 2021). As shown in Figure 2d, the in silico analysis predicted four EREs binding sites in the proximity to the *MALINC1* transcriptional start sites (TSS), providing additional support for an E2-ER-mediated modulation of *MALINC1* expression that deserves further characterization.

### 3.3. Transcriptome Analysis of MALINC1-Overexpressing Cells 

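RNA-seq was performed on MCF10A, a normal breast epithelial cell line, and on DCIS.COM, a cell line of ductal carcinoma in situ, each stably transduced with pLOC-empty or pLOC-*MALINC1*. Each of the 4 groups had 2 libraries of 76 nt paired-end reads. The authors aligned the reads to hg19 with Rsubread, counted them on UCSC genes with featureCounts and deposited normalized log2 CPM for 13842 genes. A gene without reads has the same value in every library of the table, 0.0713 CPM, which comes from the prior count added before the logarithm. Above that value the table moves in steps of 1 read, and 100% of its values gave whole reads once the prior count was removed. The reads counted on genes were 30404062 and 23459134 in the MCF10A pLOC-empty libraries and 37550457 and 28016589 in the MCF10A pLOC-*MALINC1* libraries. They were 21532423 and 20604377 in the DCIS.COM pLOC-empty libraries and 31906390 and 30563046 in the DCIS.COM pLOC-*MALINC1* libraries. The transcripts of *RN7SL1* and *RN7SL2* took between 8.22% and 15.7% of the reads of a library. Replicate libraries had Pearson correlations of 0.996 to 0.997 across genes, and the chi-square per degree of freedom between them was 3.30 to 20.6, a spread beyond counting noise. Log2 fold changes between pLOC-*MALINC1* and pLOC-empty were estimated within each cell line by limma from the deposited log2 CPM, with 4 group means fitted over the 8 libraries. DEGs were genes with a Benjamini-Hochberg adjusted p below 0.01 and a change over 2-fold, the thresholds of the paper's methods. Levels are given as mean CPM ± SD (n = 2 libraries per group), with limma's standard error beside a log2 fold change. That standard error is pooled over the 4 groups, and for a group with few reads it can lie below the counting error.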

To better understand the mechanism of action of *MALINC1* and their phenotypic impact in normal and pre-invasive tumor cells, MCF10A and DCIS.COM cells were stably transduced for *MALINC1* overexpression with a *MALINC1* expression vector (pLOC-*MALINC1*) or with an empty vector (pLOC-empty) for further transcriptomic characterization. RT-qPCR was performed in both transformed cell lines to corroborate *MALINC1* overexpression compared with the empty vector used as control (*p* < 0.001; data not shown). 

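*MALINC1* had 1.25 ± 0.357 CPM with pLOC-empty and 12.5 ± 1.05 CPM with pLOC-*MALINC1* in MCF10A, a log2 fold change of 3.27 (standard error 0.19, adjusted p = 3.97e-08). In DCIS.COM it had 1.25 ± 0.146 CPM with pLOC-empty and 21.8 ± 3.76 CPM with pLOC-*MALINC1*, a log2 fold change of 4.04 (standard error 0.19, adjusted p = 6.93e-09). On the linear scale the fitted changes were 9.65-fold and 16.5-fold. A library with the empty vector held at most 34 reads of the gene in MCF10A and 29 in DCIS.COM. With each library left out in turn, the log2 fold change lay between 2.99 and 3.55 in MCF10A and between 3.87 and 4.22 in DCIS.COM. The log2 fold changes of the cell lines differed by 0.77 (standard error 0.27, adjusted p = 0.0299). A pseudocount of 1 CPM moved these estimates most, to 2.59 and 3.33.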

As observed in Figure 3a, the *MALINC1* induction in transduced cells compared to controls was 11.7 (*p* = 0.035) and 14.3 (*p* = 0.005) fold changes in MCF10A and DCIS.COM cells, respectively. 

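Hierarchical clustering with average linkage, on Euclidean distances over the log2 CPM of all genes of the table, joined each pair of replicate libraries first, at heights of 23.8 to 27.3. Libraries of a cell line with different vectors were 64.7 to 69.4 apart, and libraries of different cell lines 193 to 208. The smallest distance between the cell lines was 2.78 times the largest distance within a cell line, and 5.53 times when 1 minus the Spearman correlation replaced the Euclidean distance. The first principal component, which separated MCF10A from DCIS.COM, held 88.8% of the variance. The second and the third held 5.21% and 4.43% and separated the vectors within DCIS.COM and within MCF10A, respectively.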

Whole-transcriptome unsupervised analysis from RNA-seq data demonstrated a clear segregation of transduced cells in MCF10A and DCIS.COM groups, confirming the different cell types (Figure 3b). 

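In the re-analysis of MCF10A, 761 genes passed both thresholds, with 414 higher and 347 lower in the pLOC-*MALINC1* libraries. At an adjusted p below 0.01 and any fold change, 5485 genes differed. Of the DEGs, 377 had less than 5 CPM in both groups, and 55 had a group in which every library held 3 reads or fewer. When each library was left out in turn, at least 692 of the DEGs kept a change over 2-fold. A pseudocount of 1 CPM lowered the number of DEGs most, to 416. Among DEGs with at least 5 CPM in the higher group, *FST*, *KCTD15* and *CXorf49* had the largest rises. *FST*, which encodes follistatin, went from 0.359 ± 0.118 to 26.5 ± 1.48 CPM, a log2 fold change of 5.97 (standard error 0.16, adjusted p = 4.86e-11). *KCTD15* went from 0.544 ± 0.233 to 15.2 ± 0.802 CPM, a log2 fold change of 4.69 (standard error 0.18, adjusted p = 1.45e-09). A pLOC-empty library held at most 10 reads of *FST* and 16 of *KCTD15*, so few that these standard errors understate the counting error. For *CXorf49*, which has a near-identical copy in *CXorf49B*, the change was from 0.638 ± 0.0250 to 11.6 ± 1.69 CPM, a log2 fold change of 4.04 (standard error 0.21, adjusted p = 1.39e-08). The largest falls were those of *MAP7D2*, with a log2 fold change of -4.81 from 7.86 ± 0.975 CPM, *DIO2*, with -3.75 from 8.22 ± 0.857 CPM, and *BMF*, with -3.75 from 24.9 ± 1.41 CPM. Their adjusted p values were 6.96e-08, 6.11e-07 and 6.66e-09.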

RNA-seq analysis of MCF10A cells identified 783 differentially expressed genes (DEGs), of which 411 were upregulated and 372 were downregulated, comparing *MALINC1*-expressing cells with the empty-vector cells (FDR < 0.01 and FC > 2; Figure 3c). On the other hand, in DCIS.COM cells, *MALINC1* overexpression caused the deregulation of 648 genes, of which 214 were upregulated and 434 were downregulated (FDR < 0.01 and FC > 2; Figure 3c). 

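In the re-analysis, the DCIS.COM libraries gave 627 DEGs, of which 200 were higher and 427 lower with pLOC-*MALINC1*, and 4592 genes had an adjusted p below 0.01 at any fold change. Both groups were under 5 CPM for 270 of these DEGs. A change over 2-fold was kept by 575 or more of them when each library was left out in turn. *KRT13* rose from 2.05 ± 0.133 to 39.6 ± 2.90 CPM, a log2 fold change of 4.22 (standard error 0.089, adjusted p = 6.95e-12). It was followed by *MALINC1* itself and by *AQP3*, which rose from 1.54 ± 0.259 to 13.4 ± 0.712 CPM (log2 fold change 3.07, adjusted p = 1.88e-09). The keratin gene *KRT81* fell from 226 ± 0.388 to 0.880 ± 0.0324 CPM, a log2 fold change of -7.89 (standard error 0.033, adjusted p = 2.54e-19). A pLOC-*MALINC1* library held at most 31 reads of *KRT81*. Its standard error is pooled with the MCF10A libraries, at 5187 and 4340 CPM, and so understates the counting error at so few reads. In every pLOC-*MALINC1* library of DCIS.COM, *ANPEP* and *PTX3* had 2 reads or fewer, so that only limits can be given for their falls. *ANPEP* was at least 180.2-fold lower than its 16.0 ± 0.563 CPM with pLOC-empty, and *PTX3* at least 116-fold lower than its 10.3 ± 0.397 CPM.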

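The DEGs of MCF10A and DCIS.COM had 135 genes in common. Of these, 26 were higher and 40 lower with pLOC-*MALINC1* in both lines. Another 39 were higher in MCF10A and lower in DCIS.COM, and 30 were lower in MCF10A and higher in DCIS.COM. Besides *MALINC1*, the largest shared rises were those of *CXorf49* and *CXorf49B*, whose transcripts share a stretch of 1795 nt, so that their reads cannot be assigned with certainty. In DCIS.COM, their log2 fold changes were 2.67 (standard error 0.21) and 2.63 (standard error 0.20). *IFI44L* fell in both lines, with log2 fold changes of -2.47 in MCF10A and -2.19 in DCIS.COM, and so did *ITGB2*, with -2.03 and -3.69. *PLEKHS1*, with at most 1 read in a pLOC-*MALINC1* library, was at least 2.19-fold lower in MCF10A and at least 22.4-fold lower in DCIS.COM. The largest changes in opposite directions included that of *KLHL13*, with 3.20 in MCF10A and -3.22 in DCIS.COM. *ACAN* was at least 17.7-fold lower in MCF10A and at least 4.62-fold higher in DCIS.COM. The call of *PLEKHS1* in MCF10A was lost with a pseudocount of 0.5 or 1 CPM, and that of *ACAN* in DCIS.COM with a pseudocount of 1 CPM, which took it below 2-fold, or with this line fitted alone.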

A significant number of genes commonly modulated (62 genes; *p* = 1.63 × 10^−5^, Supplementary Table S1) between MCF10A and DCIS.COM were detected among *MALINC1*-overexpressing cells (Figure 3d). This overlap represents a significant 1.7-fold enrichment over the expected number based on random sampling of all expressed genes. 

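Chance would give 34.5 shared DEGs among all tested genes, 16.7 of them in the same direction and 17.8 in opposite directions. The shared DEGs of any direction were 3.92 times that number (exact hypergeometric test across genes, one-sided, p = 1.14e-45), where genes are not independent replicates. Those that moved in the same direction exceeded their own expectation 3.96-fold, and those that moved in opposite directions 3.88-fold. Split by direction, the p values were 2.75e-10 for up in both, 5.41e-13 for down in both, 5.11e-10 for up in MCF10A and down in DCIS.COM, and 2.37e-15 for the reverse. Among the shared DEGs, the direction in MCF10A was not detectably related to that in DCIS.COM (Fisher's exact test, two-sided, odds ratio 0.889, p = 0.861). Set against the number that chance gives for any direction, the 66 genes that moved alike were 1.91 times as many (same exact test, p = 2.43e-07). With a pseudocount of 1 CPM, 23 genes were shared in the same direction and 26 in opposite directions, the lowest numbers among the alternatives. Across all tested genes, the log2 fold changes of the cell lines had a Pearson correlation of -0.0148 and a Spearman correlation of 0.0334.

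**Figure D1:**
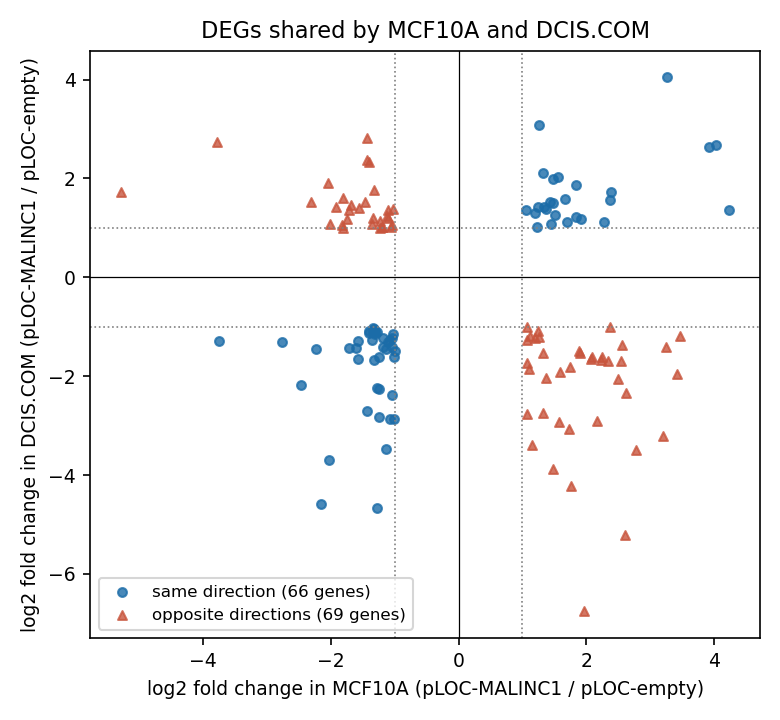
Log2 fold changes (pLOC-*MALINC1* over pLOC-empty) of the 135 DEGs shared by MCF10A (horizontal axis) and DCIS.COM (vertical axis), with each point a gene and dotted lines at a 2-fold change. Circles mark the 66 genes that moved in the same direction and triangles the 69 that moved in opposite directions.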

Interestingly, enrichment analysis of the transcription factor binding sites (TFBS) present in *MALINC1* commonly modulated genes revealed a striking enrichment for *NFE2*, *AP-1*, *POU1/2F1*, *ATF4*, and *RELA* transcription factors (Figure 3e). 

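In a scan chosen after the data had been seen, promoters from 1000 bp upstream to 100 bp downstream of the transcription start in GRCh37 were searched for a consensus motif of each factor. Of the 66 genes that moved in the same direction in both lines, 64 had an annotated promoter. The AP-1 motif TGASTCA was present in 18.8% of these promoters and in 12.8% of those of the other tested genes (Fisher's exact test across genes, one-sided, p = 0.114, adjusted p = 0.189 over 5 motifs). The shares were 3.12% against 0.573% (adjusted p = 0.135) for *NFE2*, 7.81% against 5.18% (adjusted p = 0.298) for the octamer of *POU2F1*, 6.25% against 2.05% (adjusted p = 0.135) for *ATF4* and 12.5% against 18.8% (adjusted p = 0.933) for *RELA*. With 2000 bp upstream, the share rose to 14.1% for *ATF4* (adjusted p = 0.0131) and to 21.9% for *POU2F1* (adjusted p = 0.0160). In the promoters of all DEGs, the AP-1 motif had a share of 17.4% in MCF10A (adjusted p = 0.000994) and of 17.8% in DCIS.COM (adjusted p = 0.000629), against 12.6% of the other genes in each line. The DEGs of DCIS.COM also had larger shares of the motifs of *NFE2*, 1.99% against 0.517% (adjusted p = 0.000629), and *POU2F1*, 7.81% against 5.07% (adjusted p = 0.00560), which was not detected in MCF10A (adjusted p = 0.169 and 0.271). For the DEGs of MCF10A, *RELA* and *ATF4* had adjusted p values of 0.169 each with 1000 bp and of 0.00469 and 0.00615 with 2000 bp, where the shares were 32.4% against 27.1% and 6.83% against 4.50%. The transcript of *ATF4* fell in both lines, with log2 fold changes of -0.16 (adjusted p = 0.000646) and -0.39 (adjusted p = 5.30e-07). *POU2F1* had log2 fold changes of -0.38 in MCF10A (adjusted p = 0.0121) and 0.37 in DCIS.COM (adjusted p = 0.0148), with an adjusted p below 0.01 in each line under 4 of the 13 alternatives. For *RELA* they were 0.032 (adjusted p = 0.670) and 0.17 (adjusted p = 0.0292), and the MCF10A value turned to -0.020 after quantile normalization. The transcripts of *NFE2* and *POU1F1* were not analysed here.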

Functional enrichment analysis of DEGs in MCF10A and DCIS.COM cells showed a significant overrepresentation of genes related to extracellular matrix (ECM) organization, cell adhesion, cell proliferation/division, and several immune-related GO biological processes (*p* < 0.0001) (Figure 3f,g). 

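The DEGs were compared with 20 gene lists written from general knowledge of each process, by a one-sided Fisher's exact test across genes with a Benjamini-Hochberg adjustment over 40 tests. At an adjusted p below 0.05, 12 lists were over-represented among the DEGs of MCF10A and 11 among those of DCIS.COM. With the rotation test fry, 17 lists passed in each line, which took in all of the former in MCF10A and 10 of them in DCIS.COM. With camera at a preset correlation of 0.01, 11 and 9 lists passed. An estimated correlation for each list moved the counts most, to 0 lists in either line, while 3 in each had an unadjusted p under 0.05. Of 22 collagen genes, 2 rose and 6 fell in MCF10A (adjusted p = 8.40e-05), and 1 rose and 1 fell in DCIS.COM (adjusted p = 0.389). *COL16A1* rose in MCF10A with a log2 fold change of 2.86, while *COL4A4* and *COL8A1* fell with -2.04 and -2.01. Of 34 laminins and other matrix glycoproteins, 3 rose and 7 fell in MCF10A (adjusted p = 7.47e-05), and 0 rose and 5 fell in DCIS.COM (adjusted p = 0.0335), among them *FN1* in MCF10A (-2.05) and *VCAN* in DCIS.COM (-5.31). Of 49 cadherin, desmosome, claudin and related adhesion genes, 5 rose and 2 fell in MCF10A (adjusted p = 0.0335), and 2 rose and 1 fell in DCIS.COM (adjusted p = 0.530). *CEACAM6* rose in both lines, with log2 fold changes of 1.67 and 1.58. Of 43 keratinocyte differentiation genes, 10 rose and 1 fell in MCF10A (adjusted p = 8.40e-05), and 11 rose and 0 fell in DCIS.COM (adjusted p = 2.31e-05). The rises in DCIS.COM include *KLK7* and *KLK8*, which had 3 reads or fewer in each pLOC-empty library. Their limits were 1.13-fold and 1-fold, so that a rise over 2-fold is not shown for them. Of 42 genes of the G2 and M phases, 0 were DEGs in either line, and their median log2 fold change was -0.20 in each (fry adjusted p = 0.00867 in MCF10A and 0.00606 in DCIS.COM), with 9 and 5 of the genes higher. Camera gave this list adjusted p values of 2.07e-05 and 3.70e-07 at the preset correlation, but of 0.50 and 0.43 with the correlation estimated. *FOXM1* had a log2 fold change of -0.25 in MCF10A (adjusted p = 0.000429) and showed no detectable change in DCIS.COM (adjusted p = 0.952), where its sign depended on the scaling. Among 42 interferon-stimulated genes, 0 rose and 2 fell in MCF10A (adjusted p = 0.777), and 1 rose and 5 fell in DCIS.COM (adjusted p = 0.0251). The rise was that of *EPSTI1*, also against pLOC-empty libraries with 3 reads or fewer, with a limit of 1.94-fold. Among 20 antigen presentation genes, 1 rose in MCF10A (adjusted p = 0.777) and 0 were DEGs in DCIS.COM. With fry, this list was higher in MCF10A (median 0.097, adjusted p = 0.00110) and lower in DCIS.COM (median -0.20, adjusted p = 0.000503). The difference had a fry adjusted p of 0.000264. In MCF10A 12 of its genes were higher, and in DCIS.COM 5. Camera at the preset correlation gave it adjusted p values of 0.422 in MCF10A and 0.0273 in DCIS.COM. With the correlation estimated, they were 0.561 and 0.320, and 0.254 for the difference.

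**Figure D2:**
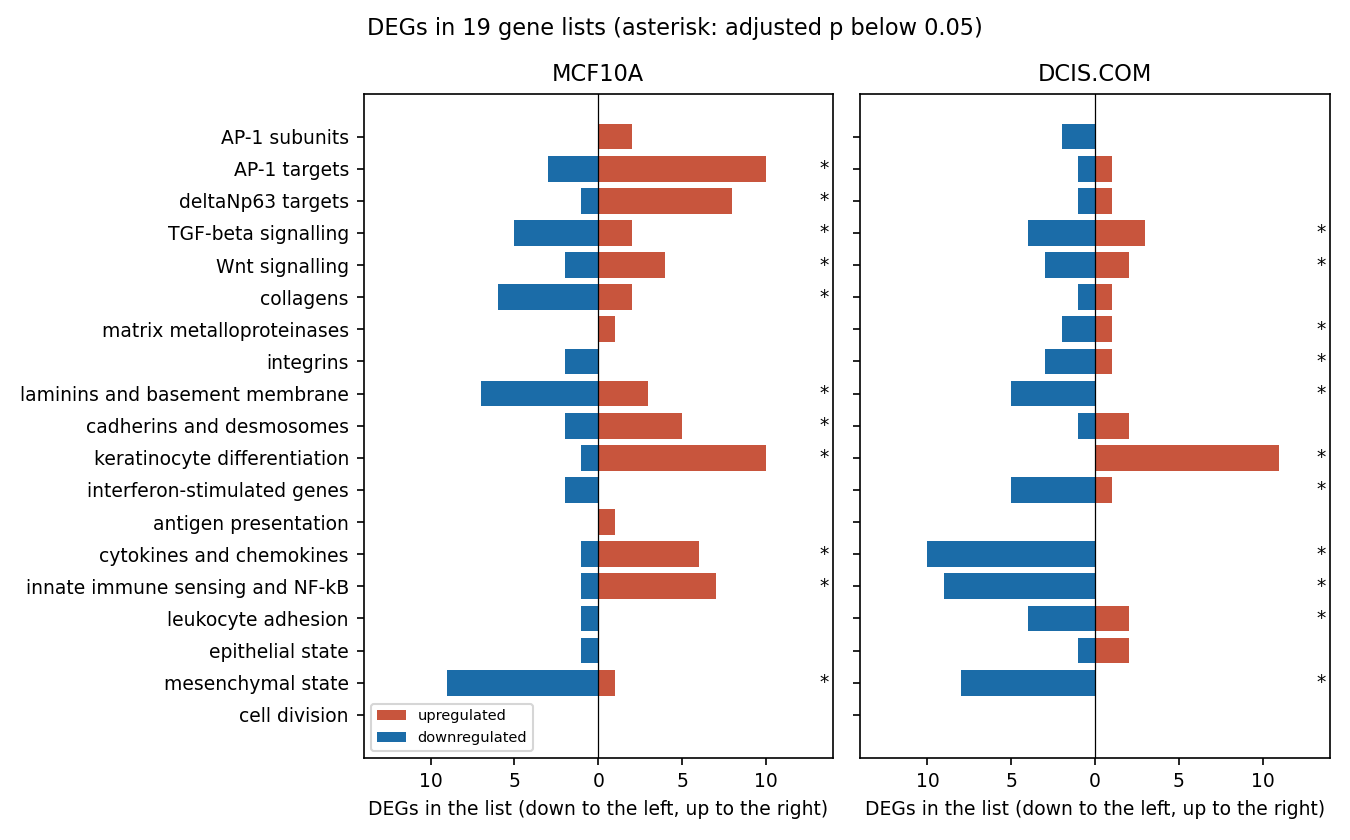
Number of DEGs in each of 19 gene lists in MCF10A (left) and DCIS.COM (right), with downregulated genes to the left of 0 and upregulated genes to the right. An asterisk marks an adjusted p below 0.05.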

Genes involved in tumor microenvironment remodeling such as collagens, matrix metalloproteinases (MMP), and cell adhesion molecules are consistently upregulated in DCIS to IDC transition [32]. In addition to the importance of ECM remodeling processes to facilitate cancer invasion, immune microenvironmental changes have been documented as relevant factors promoting early-stage breast cancer progression facilitating immunosurveillance escape of tumor cells [12,33,34]. Furthermore, pathway enrichment analysis of DEGs revealed multiple commonly modulated pathways between normal and DCIS.COM *MALINC1*-transduced cells, such as ECM degradation, integrin signaling pathway, transcriptional targets of AP-1 and deltaNp63, direct TP53 effectors, and TGFB and Wnt signaling pathways, among others (*p* < 0.0001) (Figure 3h). 

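Of 32 genes commonly named as AP-1 targets, 10 rose and 3 fell in MCF10A (Fisher's exact test, adjusted p = 1.99e-07), and 1 rose and 1 fell in DCIS.COM (adjusted p = 0.572). *HBEGF* and *MMP10* rose in MCF10A, with log2 fold changes of 3.10 and 3.87. Tested on the difference between the responses of the lines itself, this list had a fry adjusted p of 3.82e-05. Of 35 deltaNp63 targets, 8 rose and 1 fell in MCF10A (adjusted p = 0.000377), and 1 rose and 1 fell in DCIS.COM (adjusted p = 0.613). The difference had a fry adjusted p of 0.000264, but an adjusted p of 0.476 by camera with the correlation estimated for this list. The median difference (DCIS.COM minus MCF10A) was -0.44, and -0.26 after quantile normalization. The gene that encodes deltaNp63, *TP63*, went from 4.92 ± 0.450 to 40.9 ± 1.11 CPM in MCF10A, a log2 fold change of 3.04 (standard error 0.065, adjusted p = 1.08e-11). In DCIS.COM it went from 56.6 ± 1.13 to 49.6 ± 0.598 CPM, a log2 fold change of -0.19 (adjusted p = 0.0291). Of 42 genes of TGFB signaling, 2 rose and 5 fell in MCF10A (adjusted p = 0.0185), and 3 rose and 4 fell in DCIS.COM (adjusted p = 0.00732). *SMAD6* fell in MCF10A (-1.68) and rose in DCIS.COM (1.47), *TGFB2* fell in DCIS.COM (-4.81), and *TGFBI* fell in both (-1.04 and -1.41). Of 36 genes of Wnt signaling, 4 rose and 2 fell in MCF10A (adjusted p = 0.0270), and 2 rose and 3 fell in DCIS.COM (adjusted p = 0.0402). *WNT7A* rose in MCF10A (1.59) and fell in DCIS.COM (-1.91). Of 20 genes with an integrin symbol, which include *ITGB1BP1*, *ITGB3BP* and *ITGBL1*, 0 rose and 2 fell in MCF10A (adjusted p = 0.431), and 1 rose and 3 fell in DCIS.COM (adjusted p = 0.0251).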

In agreement with these findings, several of these signaling pathways have been previously associated with early-stage breast cancer progression, pointing to TP53 pathway inactivation or aberrant activation of TGFB and Wnt signaling as extremely common events in DCIS samples [12,35,36,37,38]. 

### 3.4. MALINC1 Overexpression Promotes In Vitro Migration of Normal Breast Cells

During DCIS-to-IDC conversion, epithelial cells acquire the ability to infiltrate the surrounding tissues for later dissemination to secondary organs mostly via lymphatic vessels. This process requires the acquisition of novel migratory and invasive properties by the epithelial tumor cells and the ability to remodel and degrade the extracellular matrix environment that acts as a physical barrier to invasion. In this sense, we identified a consistent enrichment of ECM/collagen degradation, epithelial and mesenchymal transition, and cell adhesion bioprocess in *MALINC1*-transduced cells, suggesting the acquisition of the above-described properties. 

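Of 14 genes of matrix metalloproteinases and their inhibitors, 1 was upregulated in MCF10A (adjusted p = 0.663), and 1 rose and 2 fell in DCIS.COM (adjusted p = 0.0403). In DCIS.COM, *MMP16* rose with a log2 fold change of 2.44, while *MMP2* fell with -1.04 and the inhibitor *TIMP3* with -3.26. Of 27 genes commonly used as mesenchymal markers, 1 rose and 9 fell in MCF10A (adjusted p = 1.14e-05), and 0 rose and 8 fell in DCIS.COM (adjusted p = 8.75e-05). The median log2 fold change of this list was -0.54 in MCF10A and -0.41 in DCIS.COM, with 6 and 8 of its genes higher. *AXL* rose in MCF10A (2.50) and fell in DCIS.COM (-2.05), *CDH2* fell in MCF10A (-1.51), and *FAP* fell in both, with -2.87 in DCIS.COM. Of 32 epithelial markers, 0 rose and 1 fell in MCF10A (adjusted p = 0.904), and 2 rose and 1 fell in DCIS.COM (adjusted p = 0.274).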

To evaluate the phenotypic impact of *MALINC1* overexpression in cell motility and migration, we conducted wound-healing and transwell migration assays on stably transduced MCF10A cells (Figure 4a,b). As can be observed in Figure 4, stable *MALINC1* overexpression did not seem to enhance cell motility (*p* = 0.483) (Figure 4a), but promoted cell migration in normal breast cells after a week of cell culture (*p* = 3.9 × 10^−5^) (Figure 4b). As the mechanism underlying coordinated regulation of cell motility and migration in epithelial collectives is not yet fully understood, more studies are needed. We finally determined the effects of stable *MALINC1* expression on cell proliferation by means of the MTT assay. Stable *MALINC1* expression did not significantly impact cell proliferation in normal breast epithelial cells after 2, 4, and 6 days of cell culture (*p* > 0.05) (Supplementary Figure S2). The enhancement of cell migration has been associated with the invasion and metastasis of transformed epithelial cells. In this sense, *MALINC1* overexpression behaved as a pro-tumorigenic stimulus, inducing increased cell migration in normal breast cells.

### 3.5. Conserved MALINC1 Modulated Pathways among Pre-Invasive and Invasive Stages

Pathway-based representation analysis of RNA-seq profiles identified several signaling pathways that differed in their activity among MCF10A (110 IPAs) and DCIS.COM (124 IPAs) *MALINC1*-overexpressing cells (*p*-adj. < 0.01) (Figure 5a; Supplementary Table S2). Among the top 10 activated signaling pathways we found *JUN*, *FRA1/JUN*, and *JUN/FOS* ranked first in the activated pathways in both normal MCF10A and DCIS.COM cells (*p* < 10^−4^) (Figure 5b). As JUN, JUNB, and FOS proteins are subunits of the activator protein-1 (AP-1) family of transcription factors, we hypothesized that up-modulation of these transcripts by *MALINC1* might result in AP-1 activation in normal and breast cancer cells. 

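*JUN* had 166 ± 7.50 CPM with pLOC-empty and 88.1 ± 1.54 CPM with pLOC-*MALINC1* in MCF10A, a log2 fold change of -0.91 (standard error 0.069, adjusted p = 4.18e-07). In DCIS.COM it rose from 8.42 ± 0.762 to 12.7 ± 0.899 CPM, a log2 fold change of 0.59 (standard error 0.069, adjusted p = 2.13e-05, and 0.0158 with this line fitted alone). *JUNB* fell from 130.1 ± 3.47 to 111 ± 0.514 CPM in MCF10A (log2 fold change -0.23, adjusted p = 0.000282) and rose from 42.3 ± 0.297 to 54.5 ± 0.699 CPM in DCIS.COM (0.36, adjusted p = 6.78e-06). *FOS* rose from 3.95 ± 0.118 to 12.4 ± 0.0799 CPM in MCF10A, a log2 fold change of 1.63 (standard error 0.13, adjusted p = 8.70e-07). In DCIS.COM, *FOS* had 2.31 ± 0.172 CPM with pLOC-empty and 1.94 ± 0.146 CPM with pLOC-*MALINC1*, a log2 fold change of -0.25 (standard error 0.13, adjusted p = 0.152). The adjusted p for the difference between the lines was 1.16e-07 for *JUN*, 1.94e-06 for *JUNB* and 5.78e-06 for *FOS*. *FOSL1*, which encodes FRA1, rose in both lines, with log2 fold changes of 1.76 (adjusted p = 1.77e-08) and 0.53 (adjusted p = 0.000498). *FOSL2* fell in both, with -0.84 (adjusted p = 5.81e-08) and -2.12 (adjusted p = 1.64e-11), and so did *JUND*, with -0.65 (adjusted p = 2.84e-06) and -0.21 (adjusted p = 0.0148). *FOSB* went from 0.638 ± 0.177 to 1.36 ± 0.214 CPM in DCIS.COM (log2 fold change 1.03, adjusted p = 0.0102). At an adjusted p of 0.01, the change of *FOSL1* in DCIS.COM was lost with this line fitted alone, while that of *JUND* there passed under 3 of 13 alternatives run for it and that of *FOSB* under 4 of 12. Of 14 AP-1 subunit genes tested, 2 were upregulated DEGs in MCF10A (adjusted p of the list 0.274), and 2 were downregulated DEGs in DCIS.COM (adjusted p of the list 0.217). From the ranking of the *JUN*, FRA1/*JUN* and *JUN*/*FOS* pathways in Figure 5b, and because *JUN*, *JUNB* and *FOS* are subunits of AP-1, the paper hypothesizes that a rise of these transcripts through *MALINC1* might activate AP-1.

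**Figure D3:**
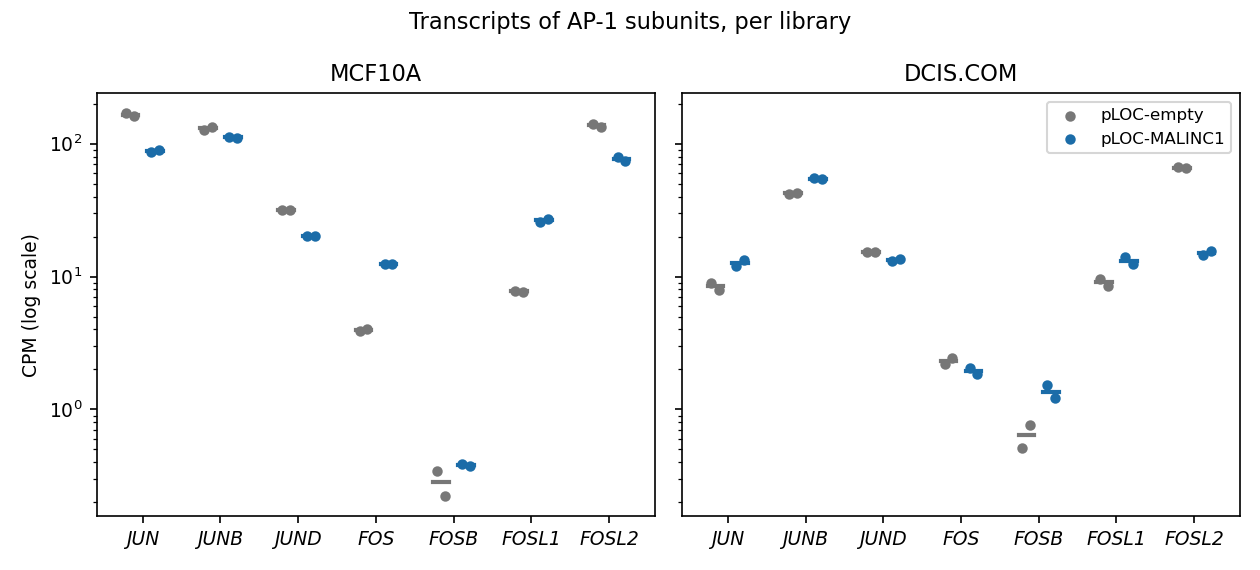
CPM (logarithmic axis) of the transcripts of *JUN* and *FOS* family genes in each library of MCF10A (left) and DCIS.COM (right), in grey for pLOC-empty and in blue for pLOC-*MALINC1*, with a dot per library and a horizontal bar at the mean. *JUN* lies at 166 and 88.1 CPM in MCF10A and at 8.42 and 12.7 CPM in DCIS.COM.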

To corroborate this, *MALINC1*, *JUN*, and *FOS* expression levels were evaluated in 33 normal and breast cancer samples by RT-qPCR (Figure 5c,d). First, *MALINC1* expression was detected in 53% of breast carcinomas (10 out of 19 cases) compared with 7% of normal breast tissues (1 out of 14 cases) (*p* = 0.006). Second, 90% of *MALINC1*-expressing cases were ER-positive tumors (9 out 10), whereas 55% of *MALINC1* non-expressing cases were ER-negative tumors (5 out 9) (*p* = 0.033) (Figure 5d). These results validate the *MALINC1* in silico analysis in normal and breast cancer cells and their association with luminal-like breast cancer subtypes. Second, significant positive correlations were detected between *MALINC1* vs. *JUN* (*r* = 0.67; *p* = 0.001) and *MALINC1* vs. *FOS* (*r* = 0.41; *p* = 0.017) expression levels. More importantly, 100% of high *MALINC1* expression samples were associated with high *JUN* expression compared with 19% of samples with undetectable *MALINC1* expression levels (*p* < 0.0001) (Figure 5d). These results corroborate our findings and suggest that *MALINC1* may modulate JUN and FOS gene expression and the AP-1 complex activity in early stages of breast cancer and invasive breast carcinomas.

AP-1 transcription factors are involved in the transcriptional modulation of several genes associated with differentiation, apoptosis, oncogenic transformation, proliferation, and cell migration [39,40,41]. Aberrant expression of *JUN*, *FOS*, *FRA1*, and *ATF2* has been implicated in breast cancer development and progression [42,43,44]. Expression of AP-1 complex proteins is induced by different environmental signals, such as growth factors, cytokines, UV irradiation, and pathogens [45]. Importantly, the AP-1 complex has specific roles in the immune system, such as T-cell activation, Th differentiation, T-cell anergy, and exhaustion [46,47,48]. For example, Qiao et al. (2016) demonstrated that c-Jun is an important regulator of TNFα-driven transcriptional events, and that increased *JUN* expression is responsible for inflammation-induced malignant processes and the establishment and progression of basal-like breast cancer [49]. Additionally, TNFα enhances luminal breast cancer cell proliferation by inducing aromatase gene expression, allowing high levels of estradiol through c-Fos and c-Jun [50,51]. Interestingly, AP-1 activity in combination with NFAT1, a key regulator of T-cell activation, drives expression of many cytokines involved in immune effector responses [52,53]. More importantly, several AP-1 family members such as JUN, JUNB, and FOS were found to transcriptionally induce the expression of co-inhibitory immune checkpoint genes such as PD-1 and PD-L1 [54,55]. 

Therefore, the evidence presented here suggests that an E2/ER-*MALINC1*-AP1 axis may participate in the modulation of the identified signaling pathways promoting breast cancer progression at pre-invasive stages through tumor and immune microenvironment changes.

### 3.6. Immune Features Associated with MALINC1 Overexpression in Invasive Carcinomas

Several studies suggest that concurrent tumor-specific and immune microenvironmental changes play major roles in the DCIS-to-IDC transition [12,34,56]. Gil Del Alcazar et al. (2017) demonstrated that basal-like and HER2+ DCIS displayed an activated immune environment compared with their invasive counterparts, which are characterized by an immunosuppressive microenvironment with higher PD-L1 expression and Treg cells [56]. Interestingly, functional analysis of DEGs in MCF10A and DCIS.COM *MALINC1*-overexpressing cells revealed the enrichment of genes strongly related to innate immune response (*p* = 3.4 × 10^−7^), immune response (*p* = 3.1 × 10^−6^), inflammatory response (*p* = 2.1 × 10^−5^), and leukocyte cell–cell adhesion (*p* = 1.5 × 10^−3^) (Figure 3f,g). 

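Of 44 genes of innate immune sensing and NF-kB signaling, 7 rose and 1 fell in MCF10A (Fisher's exact test, adjusted p = 0.00732), and 0 rose and 9 fell in DCIS.COM (adjusted p = 0.000517). The falls in DCIS.COM included *SAA1* and *SAA2*, with log2 fold changes of -6.10 and -5.75, and *LCN2*, with -3.20. *PYCARD* was at least 56.9-fold lower there. The rises in MCF10A included *S100A9*, with 1.89, and *TLR4*, with 1.35. Of 30 cytokine and chemokine genes, 6 rose and 1 fell in MCF10A (adjusted p = 0.00330), and 0 rose and 10 fell in DCIS.COM (adjusted p = 8.93e-06). *CXCL8*, *CXCL1* and *LIF* rose in MCF10A, with 1.81, 1.63 and 1.79. *IL1A* and *IL1B* fell in DCIS.COM, with -2.11 and -2.50, and *CSF2* was at least 14.3-fold lower. Of 23 leukocyte adhesion genes, 0 rose and 1 fell in MCF10A (adjusted p = 0.809), and 2 rose and 4 fell in DCIS.COM (adjusted p = 0.00160), where *ICAM1* had a log2 fold change of -1.20. *CD274*, which encodes PD-L1, rose in MCF10A from 3.95 to 8.34 CPM, a log2 fold change of 1.07 (standard error 0.13, adjusted p = 2.90e-05), which fell short of 2-fold with a pseudocount of 0.5 or 1 CPM. In DCIS.COM its log2 fold change was 0.15 (standard error 0.13, adjusted p = 0.384), and the difference between the lines had an adjusted p of 0.00149.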

To further explore the impact of *MALINC1* over tumor-infiltrating immune cells, we estimated the immune-cell fractions of high- and low-*MALINC1*-expressing tumors derived from the TCGA-BRCA dataset using the quanTIseq deconvolution algorithm based on their RNA-seq profiles. Increased *MALINC1* expression in luminal-like carcinomas was characterized by a protumorigenic Th2/humoral immunity, as evidenced by the highest fractions of B cells, Treg cells, macrophage M2, and high *PD-L1* expression levels compared with low-*MALINC1*-expression tumors (*p* < 0.05) (Figure 6a). Suppression of antitumor immune response by inducing T-cell anergy due to Th2-polarized activity and/or expansion of Treg cells and increased PD-L1 expression with a subsequent loss of T-cell-mediated cytotoxicity, together with tissue remodeling and the enhancement of cell migration associated with *MALINC1* overexpression, could be instrumental to promoting the progression of DCIS to the infiltrating stages.

Immunotherapy represented by immune checkpoint inhibitors (ICIs) has been largely explored in breast cancer patients, including both early and advanced disease [57]. Luminal-like breast cancer is characterized as a poorly immunogenic subtype with lower PD-L1 expression and tumor-infiltrating immune cells compared with basal-like breast carcinomas. Despite studies that have shown divergent results, PD-L1 has been correlated with worse clinicopathological parameters and poor outcomes in patients with luminal-like breast carcinomas [58]. In recent studies evaluating patients with early-stage luminal-like breast carcinomas, PD-L1 expression was reported at around 9% in luminal A subtype and was increased to about 42% in luminal B [59]. Although immunotherapy and immune combination therapy have also been increasingly explored in luminal-like breast cancer, only a fraction of patients could be sensitive to these therapeutic approaches. Therefore, we explored the role of *MALINC1* expression as a predictive biomarker of ICI response in luminal-like breast carcinomas. To this end, the Tumor Immune Dysfunction and Exclusion (TIDE score) was computed and compared across high- and low-*MALINC1*-expression tumors as a surrogate signature to predict ICI response [20]. High-*MALINC1*-expression tumors were significantly enriched in ICI responder patients (30.5%), as predicted by TIDE score, compared with low-*MALINC1*-expression cases (18%; *p* = 0.0257) (Figure 6b). In addition, high-*MALINC1* ICI responder cases were significantly enriched by luminal B carcinomas (44%) compared with their non-responder counterparts (28%; *p* = 0.0327). Although high *MALINC1* expression was detected in only 25% of basal-like carcinomas, 41% of these tumors were predicted as ICI responder patients compared with 15% of ICI responder cases in the low-*MALINC1*-expression group (*p* = 0.0122) (Figure 6c).

## 4. Conclusions

In conclusion, the described results indicate that *MALINC1* overexpression induced premalignant changes mainly associated with tumor microenvironment remodeling processes and the activation of several protumorigenic signaling pathways such as AP-1 and cell migration in normal, pre-invasive, and invasive breast carcinomas. In addition, we determined that *MALINC1* behaves as an E2-ER-modulated transcript predominantly found in the cytoplasmic compartment of luminal-like breast cells that may influence breast cancer progression, affecting patient outcome. Furthermore, the immune profiling described in our study suggests that high-*MALINC1*-overexpressing cells at pre-invasive and invasive stages are characterized by a tumor-associated immunosuppressive phenotype in luminal-like breast carcinomas. More importantly, *MALINC1* expression behaves as a predictive biomarker of immunotherapy response in luminal and basal-like primary invasive carcinomas that deserves further characterization. Overall, our findings indicate that *MALINC1* is a novel oncogenic and immune-related lncRNA involved in early-stage breast cancer progression.

## Figures and Tables

**Figure 1:**
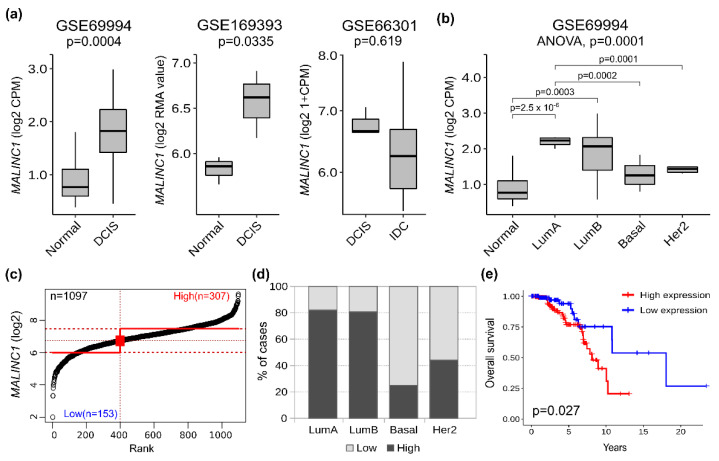
*MALINC1* expression in normal, pre-invasive, and invasive breast samples. (**a**) In silico analysis of *MALINC1* expression among normal, DCIS, and IDC samples obtained from three independent GEO datasets [12,21,22]. *MALINC1* expression (represented in log2 count per million (CPM) or log2 robust multi-array average values (RMA)) was significantly upregulated in DCIS samples compared with normal samples (*p* = 0.0004 and *p* = 0.0335), whereas non-significant differences were observed between DCIS and IDC cases (*p* = 0.619). (**b**) *MALINC1* expression analysis of intrinsic subtypes among normal and DCIS samples obtained from GSE69994 dataset [12]. Data are shown as means ±S.D. (**c**) Primary breast carcinomas were divided into *MALINC1* low or high expression levels based on the StepMiner algorithm using TCGA RNA-seq datasets obtained from the UCSC Xena resource (https://xenabrowser.net/) (accessed on 12 October 2021). (**d**) Percentage of cases with high or low *MALINC1* expression among intrinsic subtypes showing a consistent upregulation in luminal-like tumors compared with basal-like and HER2 subtypes. (**e**) Kaplan-Meier survival analysis on data of 298 patients with luminal-like tumors obtained from the TCGA RNA-seq datasets. Breast cancer patients with high *MALINC1* expression (red line) showed reduced overall survival compared to patients with low expression (blue line) (log-rank *p* = 0.027).

**Figure 2:**
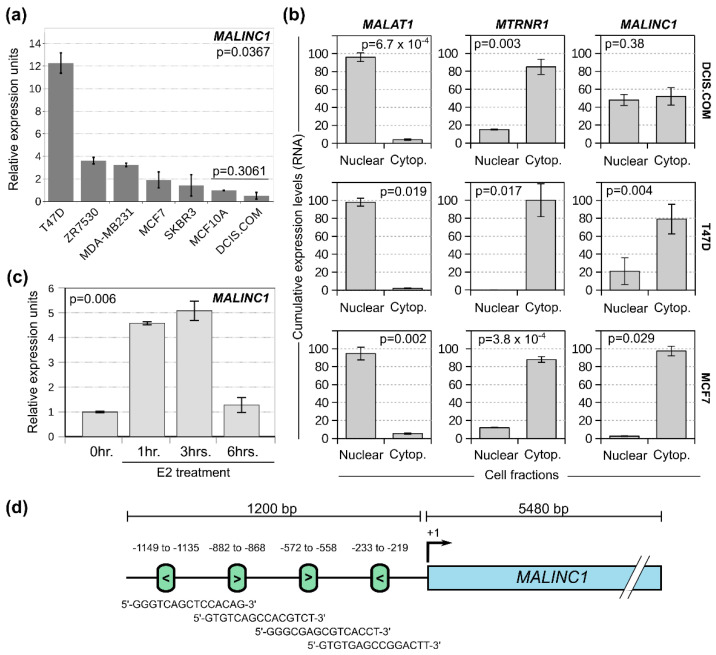
Characterization of *MALINC1* expression and subcellular localization in breast cancer cell lines. (**a**) *MALINC1* expression levels in normal, DCIS, and breast cancer cell lines as determined by RT-qPCR. All assays were performed in triplicate and normalized to housekeeping gene *GAPDH*. Gene expression was expressed as relative units compared to MCF10A normal cell line. (**b**) Subcellular localization of *MALINC1* in DCIS.COM, T47D and MCF7 cells. *MALAT1* and *MTRNR1* were analyzed as nuclear and cytoplasmic markers, respectively. Cellular homogenates were separated into nuclear and cytoplasmic fractions and relative *MALINC1* expression was evaluated by RT-qPCR. T-test was used to compare *MALINC1* expression among cell fractions. (**c**) *MALINC1* expression induction in estrogen-stimulated MCF7 cells at various times post E2 treatment (1, 3, and 6 h). ANOVA with post-hoc Tukey HSD test was employed to compare the different time points. (**d**) Schematic representation of *MALINC1* promoter region with the ESR2 transcription factor binding site (green boxes) predicted by the JASPAR resource (https://jaspar.genereg.net) (accessed on 1 September 2021). Arrows inside green boxes indicate the DNA strand of the mapped transcription factor binding sites.

**Figure 3:**
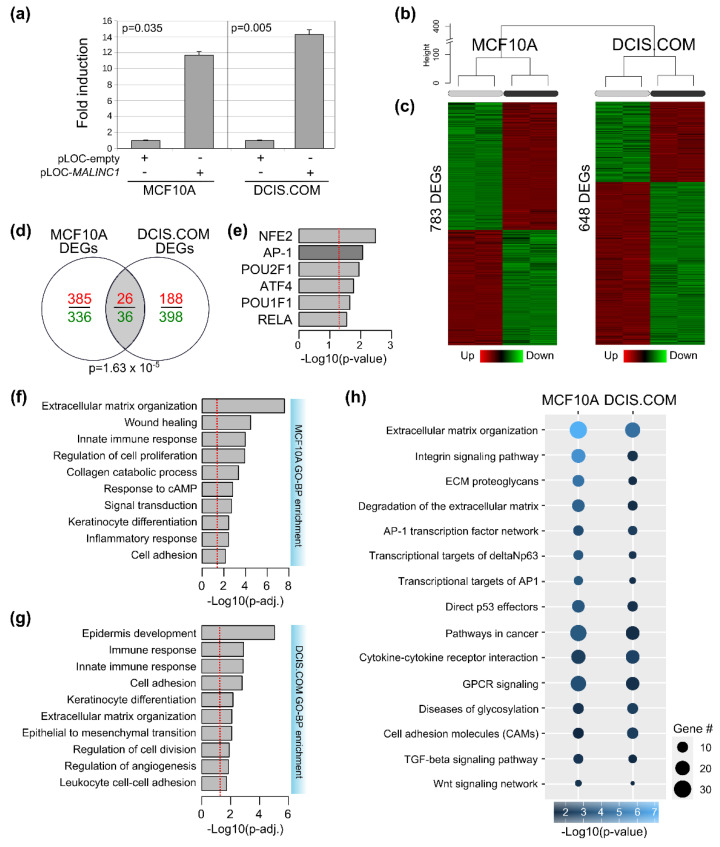
Transcriptomic analysis of *MALINC1*-overexpressing cells. (**a**) Fold induction levels of *MALINC1* expression in stably transduced MCF10A and DCIS.COM cell lines as determined by RNA-seq profiles (log2CPM) in pLOC-*MALINC1* or pLOC-empty transfected cells (*p* = 0.035 and *p* = 0.005, respectively). (**b**) Hierarchical clustering of MCF10A and DCIS.COM stably transduced cells with either vector control (pLOC-empty) or lentivirus expressing *MALINC1* (pLOC-*MALINC1*) based on RNA-seq profiles. (**c**) Heat map representation of the differentially expressed genes (DEGs) obtained by RNA-seq analysis (FDR < 0.01; FC > 2). Red and green colors represent upregulated and downregulated genes, respectively. (**d**) Venn diagram of transcripts commonly modulated among MCF10 and DCIS.COM stably transduced cells. (**e**) Functional enrichment analysis of the transcription factor binding sites (TFBS) in the promoter region of the commonly modulated genes among normal and DCIS cells. Statistical significance was determined by the hypergeometric test. (**f**,**g**) Functional enrichment of bioprocesses identified as affected by the expression of *MALINC1* in MCF10A and DCIS.COM cells. At the top, bioprocesses are enriched due *MALINC1* overexpression in MCF10A cell lines. At the bottom, bioprocesses are enriched due *MALINC1* overexpression in DCIS.COM cell lines. The red dotted line represents the basic significance level (*p* < 0.05). (**h**) Pathway commonly affected among MCF10A and DCIS.COM *MALINC1* stably transduced cells (*p* < 0.05).

**Figure 4:**
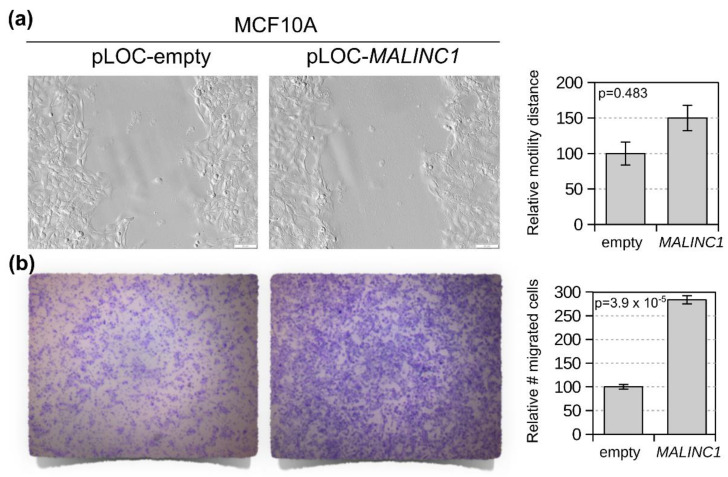
Stable *MALINC1* overexpression effect in cell motility and migration of normal breast cells. (**a**) MCF10A-transduced cells with either vector control or lentivirus expressing *MALINC1* were compared using the in vitro wound-healing assay. Forty-eight hours after the original scratch the area covered by migrating cells from the edges was compared. As can be observed in representative images, non-significant difference in cell motility was observed (*p* = 0.483). Scale bar = 400 μm. (**b**) Transwell migration assay of MCF10A cells stably transduced with *MALINC1*. On the left, comparative pictures of cells that migrated through the membrane; on the right, a box-and-whisker plot of numbers of cells per membrane (*p* = 3.9 × 10^−5^). Statistical significance was determined using the *t*-test.

**Figure 5:**
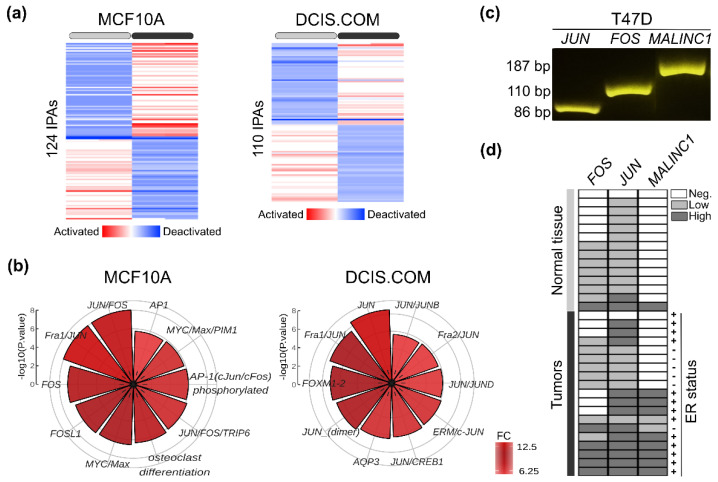
Pathway activity analysis in normal and DCIS *MALINC1*-transduced cells. (**a**) Heatmap of integrated pathways activities (IPAs) differentially modulated in *MALINC1*-overexpressing cells as predicted by PARADIGM using the normalized RNA-seq expression profiles (p-adj. < 0.01). (**b**) Circular bar plot of the top 10 most significantly activated IPAs in MCF10A and DCIS.COM *MALINC1*-overexpressing cell lines. (**c**,**d**) Agarose gel of *MALINC1*, *FOS*, and *JUN* RT-PCR amplicons in the T47D luminal-like breast cancer cell line. (**d**) Evaluation of *MALINC1*, *FOS*, and *JUN* expression levels by RT-qPCR on breast normal and tumor samples. Gene expression levels were normalized to the RNA18S transcript and discretized in undetectable (negative in white boxes), low-, or high-*MALINC1*-expressing samples (gray or black boxes, respectively).

**Figure 6:**
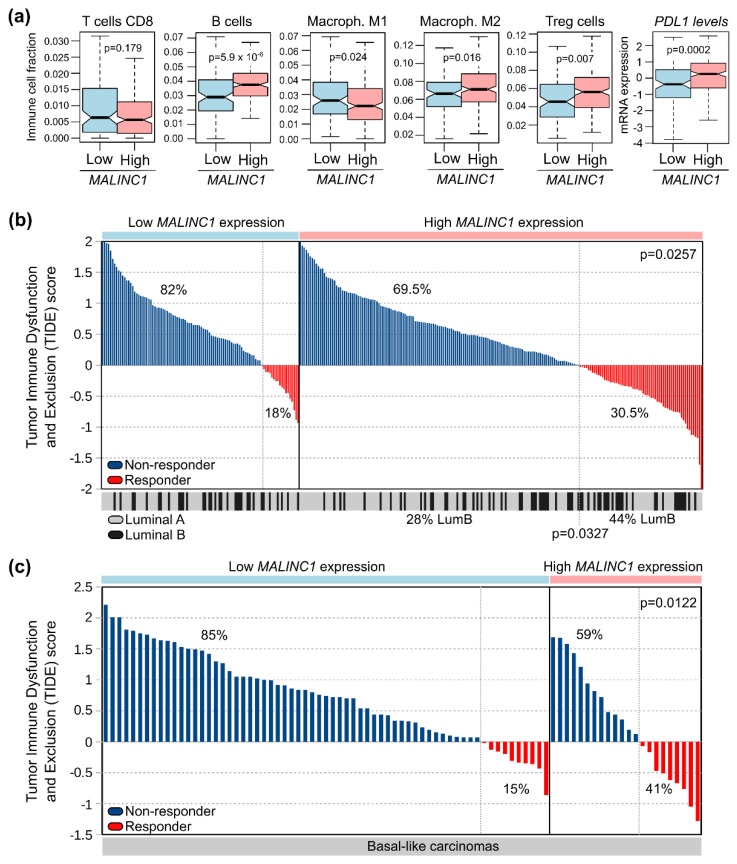
Comparative immune profiling of high- and low-*MALINC1*-expressing breast carcinomas. (**a**) Immune-cell fractions and *PDL1* expression of high and low *MALINC1* luminal-like tumors obtained from the TCGA-BRCA project as estimated by the quanTIseq deconvolution algorithm based on RNA-seq profiles. Statistical differences were determined using a Mann-Whitney-Wilcoxon test. (**b**,**c**) Waterfall plots of TIDE prediction scores across tumors with high or low *MALINC1* expression in luminal-like and basal-like breast carcinomas. Breast cancer samples were sorted from high to low TIDE scores for their classification in non-responder (positive values in blue) and responder cases (negative values in red), as suggested by the TIDE resource.

## Data Availability

Transcriptomic data have been deposited in the Gene Expression Omnibus database (accession number GSE194150).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cancers14122819/s1; Table S1: Differentially expressed genes and functional enrichment analysis in MCF10A and DCIS.COM stably transduced cells; Table S2: Pathway activity analysis in MCF10A and DCIS.COM stably transduced cells; Table S3: List of primers used in RT-qPCR analysis; Supplementary Figure S1: Kaplan–Meier survival analysis on breast cancer patients with basal-like and HER2+ tumors obtained from the TCGA RNA-seq datasets; Supplementary Figure S2: Cell proliferation assay in MCF10A transduced cells with either vector control or lentivirus expressing *MALINC1*.

# Supplementary material for: MALINC1 an Immune-Related Long Non-Coding RNA Associated with Early-Stage Breast Cancer Progression
**Source:** Cancers (Basel). 2022 Jun 7;14(12):2819. doi: 10.3390/cancers14122819
**Supplement:** Supplementary file 1

**Table S3. List of primers used in RT-qPCR analysis**

| <b>Transcript</b> | <b>Primer sequence</b>                                            | <b>Amplicon</b> |
|-------------------|-------------------------------------------------------------------|-----------------|
| <i>MALINC1</i>    | Fw5´-CTACTTGGCTTCTTTCCTGGC-3´<br>Rv5´-TCCACTCTTTGGAAAAGCCCA-3´    | 187 bp          |
| <i>MALAT1</i>     | Fw5´-CACCGAAGGCTTAAAGTAGGAC-3´<br>Rv5´-GCTGACACTTCTCTTGACCTTAG-3´ | 93 bp           |
| <i>MTRNR1</i>     | Fw5´-ACACATGCAAGCATCCC-3´<br>Rv5´-GGCTGGCACGAAATTGA-3´            | 205 bp          |
| <i>JUN</i>        | Fw5´-CACAGAGAGACAGACTTGAGAAC-3´<br>Rv5´-ACTTGGATACCCTTGGCTTTAG-3´ | 86 bp           |
| <i>FOS</i>        | Fw5´-GAAGACCGAGCCCTTTGAT-3´<br>Rv5´-CTGCATAGAAGGACCCAGATA-3´      | 110 bp          |
| <i>RNA18S</i>     | Fw5´-GTAACCCGTTGAACCCCAT-3´<br>Rv5´-CCATCCAATCGGTAGTAGCG-3´       | 151 bp          |
| <i>GAPDH</i>      | Fw5´-ACAACTTTGGTATCGTGGAAGG-3´<br>Rv5´-GCCATCACGCCACAGTTTC-3´     | 294 bp          |

How the deposited data were processed for this re-analysis (not part of the article)

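RNA-seq libraries of MCF10A and DCIS.COM cells transduced with pLOC-empty or pLOC-*MALINC1* were analysed, with 2 libraries in each of 4 groups and 8 in all. According to the paper's methods, RNA was taken from subconfluent plates, sequenced as 76 nt paired-end reads, aligned to hg19 with Rsubread and counted on UCSC genes with featureCounts. The authors then used edgeR to obtain normalized log2 CPM and to call DEGs. The deposited values are log2 CPM with a prior count of 2 scaled to the library size, and whole reads were recovered from them with that prior count. The paper's text does not name the strand setting, the filter on low expression or the versions of the tools.

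The reads counted on genes had group medians of 26931598 and 32783523 in MCF10A and of 21068400 and 31234718 in DCIS.COM, for pLOC-empty and pLOC-*MALINC1* respectively. Over all libraries the median was 29210326. The median spread between replicates over counting noise was 1.51 and 1.93 in MCF10A and 1.66 and 2.96 in DCIS.COM. A group in which every library held 3 reads or fewer was taken as at the floor, and a fold against it is given as a limit. A fold change had a median standard error of 0.073 over all genes and of 0.19 and 0.20 over the DEGs of MCF10A and DCIS.COM.

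Comparisons, thresholds, gene lists and alternatives were set before the data were examined, except where stated. After the results had been seen, a faulty matching of older gene symbols was corrected, which took 6 wrongly matched genes out of the lists. The deposited log2 CPM were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend, Benjamini-Hochberg adjustment), with a mean for each of the 4 groups, contrasts within each cell line and a contrast for the difference between the lines. Genes at 0.5 CPM or more in at least 2 libraries were tested, which kept all 13842. The prior had 7.98 degrees of freedom beside 4 residual ones. On simulated data with 200 changed genes per line, the same steps recovered 99.5% and 98% of them, with 3 and 1 genes called in error, and 2 genes were called in error for the difference between the lines. In simulated data without any change, 0 genes were called. The simulated changes were all well above 2-fold, the same in both lines and outside the lowest genes, with a dispersion of 0.01 for every gene. Recovery of changes near 2-fold, of changes in the lowest genes and of differences between the lines was therefore not tested. Overlaps were tested by the hypergeometric distribution and gene lists by Fisher's exact test, both one-sided and across genes, with scipy 1.17.1. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Coordinates are those of GRCh37 with GENCODE annotation, to which 13165 genes (95.1%) were matched by symbol.

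The text names genes by a fixed rule. It takes the genes that the paper names, the 3 largest rises and the 3 largest falls in each line among DEGs with at least 5 CPM in the higher group, the 3 largest shared changes up, down and in opposite directions, and DEGs that belong to a gene list. Some genes under this rule and 1 gene list are not reported here. Of 29 genes that the paper names, 23 were tested, and adjusted over the list alone 7 were DEGs in MCF10A and 4 in DCIS.COM, against 7 and 3 adjusted over all genes. The 20 gene lists include AP-1 subunits, AP-1 targets, deltaNp63 targets, TGFB and Wnt signaling, collagens, metalloproteinases, integrins, laminins and other matrix glycoproteins, cadherins and desmosomes, keratinocyte differentiation, interferon-stimulated genes, antigen presentation, cytokines, innate sensing, leukocyte adhesion, epithelial and mesenchymal markers and cell division. Adjusted over the list alone, the number of DEGs in a list was that over all genes, apart from the interferon-stimulated genes in MCF10A (3 against 2) and the AP-1 subunits in DCIS.COM (3 against 2). In addition, 5 lists were chosen after the data had been seen, of replication-dependent and replication-independent histone genes, S-phase genes, small non-polyadenylated RNAs and immediate-early genes. The alternatives changed the pseudocount, the filter, the scaling, the model, the thresholds and the gene list test, and each library was left out in turn, which leaves a group with 1 library and so gives no call. The RT-qPCR, migration, tissue and TCGA data of the paper were not used here, and the pathway activities of Figure 5 were not recomputed.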

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

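The tests of low counts, of exchanged vectors, of GC content and transcript length, of *MALINC1* or vector reads at *CXorf49*, of small RNAs and of scaling for the histone genes were chosen only after the result was seen.

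The response to pLOC-*MALINC1* differed between the cell lines for 1273 genes (adjusted p below 0.01 and over 2-fold in the difference itself), of which 999 had opposite signs in the lines, and all 69 DEGs shared in opposite directions were among them. Counting noise in low genes would bring the share of opposite directions among shared DEGs towards 0 at higher counts, but it was 56.7% among those with a mean of 5 CPM or more. Exchanged vectors in DCIS.COM would turn the sign of *MALINC1* there, whose log2 fold change was 4.04. Mixing of the lines would raise the markers of the other line by a common share, but the larger of the median shares over 48 and 34 markers was 0.00611%. The number of DEGs shared in opposite directions was 66 after quantile normalization, and 66 once trends with GC content and transcript length had been removed. These are totals, and how many of the 69 genes are among them is not given here. A difference between the transduced cell populations that has nothing to do with *MALINC1* cannot be told apart from an effect of *MALINC1*, since each vector and line is represented by libraries whose spread, a median of 1.79 times counting noise, carries no information on separate transductions. A response to *MALINC1* that depends on the cell line also stays open, and so do the different culture media of the lines, which were not tested.

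The difference between the lines (DCIS.COM minus MCF10A) in the log2 fold change of *JUN* was 1.50, as *JUN* fell in MCF10A and rose in DCIS.COM. The fall in MCF10A did not come from the scaling of the libraries, as it was -0.95 or larger in size under 2 other scalings. Handling of the cultures before lysis, to which immediate-early genes respond, cannot be told apart from an effect of *MALINC1*, because the 17 immediate-early genes went both ways in MCF10A, with a median of 0.076 (-0.0033 after quantile normalization) and 11 of them higher. For *FOS* the difference was -1.88, and over the alternatives its log2 fold change lay between 1.44 and 1.65 in MCF10A and between -0.26 and -0.17 in DCIS.COM. *FOS* belongs to the same class of genes, so handling stays open for it as well.

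*TP63* rose in MCF10A and not in DCIS.COM, a difference of -3.23. Its log2 fold change in MCF10A lay between 2.82 and 3.04 over the alternatives, which include other scalings and the removal of trends with GC content and transcript length. Cells of DCIS.COM in the MCF10A libraries would bring their other transcripts too, and the median share of these was 0.00611%. A difference between cell populations other than *MALINC1* stays open, as for all genes.

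Of the 30 cytokine and chemokine genes, 16 had a lower response in DCIS.COM than in MCF10A and 0 a higher one, with a median difference of -1.23 (fry adjusted p = 0.000136). It did not come from low counts, as the median difference was -1.25 among the 14 members with a mean of 5 CPM or more, nor from scaling, as it was -1.24 after quantile normalization. For innate sensing genes the median difference was -0.66, with 18 lower and 0 higher (fry adjusted p = 0.000125), and -0.64 after quantile normalization. For AP-1 targets it was -0.85, with 11 lower and 3 higher, and -0.79 after quantile normalization. Held at their limits where a group was at the floor, the genes of these lists gave the same medians. With the correlation between genes estimated for each list, the adjusted p for the difference was 0.254 for cytokines, 0.0799 for innate sensing genes and 0.0566 for AP-1 targets.

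The 64 replication-dependent histone genes, which the paper does not discuss, fell in MCF10A (median -0.49, 0 of them higher) and rose in DCIS.COM (median 0.73, 60 higher, with no reads there for 3), a median difference of 1.23. The 10 replication-independent ones had medians of -0.22 and -0.069. Over 2 other scalings the median in DCIS.COM was at least 0.71, and without trends in GC content and length the median in MCF10A was -0.51. Reads passed between near-identical copies would leave the sum of the family in place, but the log2 ratio of the summed CPM was 0.73 in DCIS.COM. These transcripts carry no poly(A) tail, and the recovery of such RNA cannot be told apart from other causes by the 147 small RNAs, whose medians of 0.44 in MCF10A and -0.28 in DCIS.COM run against the histone genes, since RNA of another length may be recovered differently. A share of cells in S phase that differs with the vector is a candidate explanation, as the 38 S-phase genes had a median of -0.18 in MCF10A (7 higher) and of 0.31 in DCIS.COM (34 higher). Camera with the correlation estimated gave these genes unadjusted p values of 0.163 and 0.0607. By the MTT assay, the paper found no significant effect of *MALINC1* on the proliferation of MCF10A cells. Whether *MALINC1* or the density of the cultures would change the share of cells in S phase was not tested here.

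*CXorf49*, which the paper does not discuss, rose in MCF10A with a log2 fold change of 4.04. The longest stretch that its transcripts or those of *CXorf49B* share with an annotated *MALINC1* transcript was 11 nt, far less than a read. The cloned sequence itself was not checked. Reads from any part of the insert would rise in a fixed proportion to *MALINC1*, but the rise of *CXorf49* per rise of *MALINC1* was 10.3 times as large in MCF10A as in DCIS.COM. The replicates gave 1.02 and 0.933 in MCF10A and 0.0731 and 0.116 in DCIS.COM. Parts of the vector that pLOC-empty also carries need not follow *MALINC1*, so that this ratio cannot exclude reads from them. Such reads, an effect of *MALINC1* and a difference between cell populations all stay open.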

How the results depend on the processing

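No test below was chosen only after the result was seen, apart from 2 added alternatives, the removal of trends with GC content and length and a crossed replicate block. Under each of the 11 planned and 2 added alternatives run for it, *MALINC1* kept its direction and its side of the threshold in both lines. Of 78 results for single genes, 52 had the same direction and stayed on the same side of an adjusted p of 0.01 under all alternatives run. Over the remaining ones there were 31 losses and 22 gains of an adjusted p below 0.01, whatever the fold change, and 6 changes of sign. The 2 planned tests with edgeR were not run, because edgeR was left out by rule where the deposited unit is log2. The recovered reads themselves would have allowed them, and voom was run on those reads. For changes whose construction does not show it, the cause was not tested.

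A pseudocount of 0.5 CPM, which shrinks the fold changes of low genes, gave 27 DEGs shared in the same direction and 35 in opposite directions, 7 lists in DCIS.COM, a correlation of the responses of 0.00306 and a clustering ratio of 2.56. A pseudocount of 1 CPM gave 416 and 368 DEGs in MCF10A and DCIS.COM, 23 and 26 shared ones, a correlation of 0.00857 and a ratio of 2.49. A filter at 5 CPM, which tests 11465 genes, gave 487 DEGs in MCF10A, a correlation of 0.000370 and a ratio of 2.85. Each line fitted alone, with fewer degrees of freedom, gave 40 and 43 shared DEGs, and treat against 1.5-fold, a stricter test, 36 and 43. With fry, 17 lists passed in DCIS.COM. The clustering ratio was 2.63 after quantile normalization, 2.79 without trends in GC content and length and 5.53 with 1 minus the Spearman correlation. The number of genes whose response differs between the lines lay between 852 with treat and 1495 at an adjusted p below 0.05. Among shared DEGs, the share with opposite directions stayed between 49.6% and 56.5%.

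Changes of sign concerned genes near 0. *RELA* in MCF10A went to -0.0090 with median-of-ratios scaling and to -0.020 after quantile normalization. In DCIS.COM, median-of-ratios scaling and the removal of GC and length trends gave -0.0089 and -0.077 for *MALAT1* and -0.010 and -0.029 for *FOXM1*. The adjusted p over the alternatives lay between 0.520 and 0.915 for *RELA*, 0.477 and 0.983 for *MALAT1* and 0.602 and 0.960 for *FOXM1*.

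Across the fits that each left out 1 library, a change over 2-fold was kept by 692 to 705 of the 761 DEGs of MCF10A, 575 to 586 of the 627 of DCIS.COM, 59 to 63 of the 66 shared in the same direction and 63 to 66 of the 69 shared in opposite directions. The correlation of the responses ranged from -0.0236 to -0.00549, the clustering ratio from 2.78 to 2.81 and the log2 fold change of *MALINC1* in MCF10A from 2.99 to 3.55. Libraries with the same number were not shown to be paired, since their deviations from the group means had correlations across genes of -0.156 in MCF10A and 0.112 in DCIS.COM. A replicate block gave 764 and 629 DEGs with 65 and 69 shared ones, and the block with numbers crossed in MCF10A gave 766, 627, 65 and 71. The depth limits the 55 and 53 DEGs with a group at 3 reads or fewer, whose fold changes depend on the prior count.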

Differences from the paper's values

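No test was chosen only after the result was seen, apart from the added alternatives and the motif scan. For the overlap of the DEGs, the p value of the genes shared in the same direction, against the number that chance gives for any direction, was 2.43e-07 against the paper's 1.63e-5. Of the alternatives set before the data were examined, quantile normalization gave 2.32e-05, within 1.5 times the paper's value, and the others did not close the gap, with values from 1.58e-08 at an adjusted p below 0.05 to 0.0204 with a pseudocount of 0.5 CPM. The same test on the DEGs of the paper's Table S1 gave 3.11e-05, so that most of the gap comes with the lists of DEGs rather than with the test.

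The paper's Table S1 lists 783 and 648 DEGs for MCF10A and DCIS.COM, of which 735 and 593 were also called here, all in the same direction, and 26 and 34 genes were called only here. In this table, 12 of the paper's DEGs in MCF10A have an FDR over 0.01, up to 0.0477. The paper counts as commonly modulated the genes shared in the same direction, while its Table S1 also holds 65 genes with opposite directions, beside 69 found here.

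The paper hypothesizes that an up-modulation of the *JUN*, *JUNB* and *FOS* transcripts might activate AP-1, and here *JUN* and *JUNB* fell in MCF10A (log2 fold changes -0.91 and -0.23) and *FOS* did not rise in DCIS.COM (-0.25). In the other line of each, *FOS* rose in MCF10A (1.63), and *JUN* and *JUNB* rose in DCIS.COM (0.59 and 0.36). The paper also reports positive correlations of *MALINC1* with *JUN* and *FOS* by RT-qPCR in breast tissue, which were not examined here. *FOSB* is among the paper's DEGs in DCIS.COM, and its adjusted p was 0.0102 here. It passed the threshold with a pseudocount of 0.5 CPM (0.00301) or 1 CPM (0.00244), after quantile normalization (0.00166) and with voom (0.00956), with an adjusted p between 0.00166 and 0.0272 over its alternatives, although with the 2 pseudocounts its log2 fold change was 0.71 and 0.53, short of 2-fold. The transition to a mesenchymal state that the paper names ran the other way for most DEGs of that list, as 9 of 10 fell in MCF10A and 8 of 8 in DCIS.COM. The paper names cell proliferation and division among the processes over-represented in the DEGs, and 0 of 42 G2 and M phase genes were DEGs here in either line. These genes are only a part of such processes, so this count does not contradict the paper. Targets of AP-1 and deltaNp63 are named by the paper as modulated in both lines, and here their lists were over-represented among the DEGs of MCF10A but not of DCIS.COM (adjusted p = 0.572 and 0.613). For the promoters of the commonly modulated genes, the paper names an enrichment of *NFE2*, AP-1, POU1/2F1, *ATF4* and *RELA* motifs, and a simple consensus scan of the paper's gene list gave adjusted p values of 0.214, 0.490, 0.221 and 0.734 for the last 4, with 0.0271 for *NFE2*. With 2000 bp upstream, the adjusted p was 0.0342 for *ATF4* and 0.0905 for *NFE2*, and with 500 bp it was 0.0581 for each of them.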

Other observations

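The tests with separate empty-vector libraries and of mixing were chosen only after the result was seen. Where the empty-vector libraries of the lines differed over 2-fold, 487 of 582 DEGs of MCF10A (83.7%) moved with pLOC-*MALINC1* towards the level of DCIS.COM, against 67.3% of the other genes. In DCIS.COM, 295 of 468 DEGs moved towards MCF10A. The share in MCF10A did not come from the noise of an empty-vector library that serves as the reference of both differences, as it was 83.4% and 84.1% with separate ones. Both are libraries of MCF10A cells with pLOC-empty, so a deviation that they share remains in both differences and is not excluded. The share was 92.7% among genes with a mean of 5 CPM or more in each line, so the floor of low genes does not give it, and 82.3% after quantile normalization. Cells of DCIS.COM in the MCF10A libraries would raise the 48 markers of that line by a common share, whose median was 0.00611%. A shift of MCF10A cells towards a DCIS.COM-like state is a hypothesis that these values leave open, as is a difference between the transduced populations that has nothing to do with *MALINC1*.

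Some genes that the paper names belong to no claim of its main text on these libraries. Its Table S1 does call *MYC* up in MCF10A and *AQP3* up in both lines. *MYC* rose in both lines, with log2 fold changes of 1.19 (adjusted p = 9.81e-10) and 0.37 (adjusted p = 3.10e-05). *XBP1* rose in both as well, with 0.35 and 0.30. *TGFB1* had 0.74 in MCF10A (adjusted p = 0.000157) and -0.26 in DCIS.COM (adjusted p = 0.0764). *ESR1* had 0.12 (adjusted p = 0.530) and 0.75 (adjusted p = 0.00169), with a mean of at most 3.78 CPM in a group. *ATF2* had -0.24 (adjusted p = 0.00782) and -0.16 (adjusted p = 0.0578). *MALAT1* had -0.65 (adjusted p = 9.19e-05) in MCF10A and no detectable change in DCIS.COM (adjusted p = 0.973). *AQP3*, in addition to its rise in DCIS.COM, had 1.27 in MCF10A (adjusted p = 3.58e-06). *GAPDH* had 0.066 in MCF10A (adjusted p = 0.237) and -0.39 in DCIS.COM (adjusted p = 1.94e-05). Quantile normalization moved *GAPDH* to 0.18 in MCF10A (adjusted p = 0.00660) and to -0.099 in DCIS.COM (adjusted p = 0.0995), while its adjusted p over the alternatives lay between 0.00660 and 0.617 in MCF10A and between 2.07e-11 and 0.0995 in DCIS.COM. With each line fitted alone, the adjusted p rose above 0.01 for *ATF2* (0.0560) and *MALAT1* (0.0106) in MCF10A and for *ESR1* (0.0102) and *GAPDH* (0.0161) in DCIS.COM. In MCF10A it also did so for *ATF2* with a replicate block (0.0149). Without the trend in eBayes, it did so there for *ATF2* (0.0331) and *MALAT1* (0.0104).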
